A study of Mus musculus with 7 samples.

How the data were processed

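Gene expression was measured by RNA sequencing in 7 samples of mouse dorsal root ganglia, the clusters of sensory neuron cell bodies beside the spinal cord. Per the labels, the mice were male C57BL/6 animals. Their sciatic nerve was injured at Zeitgeber time (ZT, hours counted from lights on) 8 or 20, and the lumbar ganglia were taken 72 h later, hence at the same ZT as the injury. Per the labels' protocols, the ganglia were dissociated with enzymes, the cells were passed over an albumin gradient to enrich neurons, and libraries were made from total RNA with a low-input kit. The groups were taken from the sample titles: ZT20 with 4 replicates and ZT8 with 3.

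The authors deposited a table of transcript abundance normalized within each sample (TPM), with 1 column per sample and 54309 genes given by Ensembl identifier, of which 1281 had no symbol. Each of the 7 columns was mapped to its sample by name, and 0 columns of per-sample values were left unused. TPM divides each gene's reads by transcript length and scales each sample to the same sum, so a rise in a few abundant genes lowers the values of all others. The labels and the file headers name no aligner, counter, genome build, annotation release or scaling between samples. Low values were not whole multiples of a common step, so reads were not recovered, and the sequencing depth and the counting error of each value are unknown. Genes that share sequence with paralogs or pseudogenes, overlapping genes and antisense genes were treated as uncertain, because how reads were assigned to them is not stated.

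Values were analysed as log2(TPM + 1). A fold change on this scale understates the change of genes with low values. Genes with a mean of at least 1 TPM over all samples were tested, 14800 in all. Each gene was fitted with limma (version 3.58.1, lmFit and eBayes with an intensity trend, in R 4.3.3) over all 7 samples without covariates, with a two-sided test and Benjamini-Hochberg adjustment. Differences are given as ZT20 minus ZT8. The procedure was tested on simulated data for 14800 genes with 200 of them changed by 1.5 on the log2 scale. It called 68.5% of the changed genes, 4.86% of its calls were unchanged genes, and it called 0 genes when none was changed. The simulated noise was independent between genes and had the same spread in every sample. These shares therefore do not give the false share among real calls where whole samples deviate.

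Lists of clock genes and regeneration-associated genes, and 14 gene sets scored as the mean of log2(TPM + 1) over their tested genes, were written before the data were examined. Set scores were compared by a two-sided exact permutation test over the 35 splits of the samples into groups of 4 and 3, and the smallest p-value that test can give is 0.0286. The rule for naming genes was also fixed in advance. It names 9 clock genes and 5 regeneration-associated genes regardless of their result, and then the 5 largest positive and 5 largest negative log2 differences among genes with an adjusted p-value under 0.05 whose values did not overlap between the groups. Sex-linked transcripts, plasma cell markers, B cell markers and X-linked genes with a Y-linked copy were added as lists after the data were seen.

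Gene length, GC content, biotype and overlap came from GENCODE M21, matched by identifier for 51484 genes. Because the build of the table is not stated, no coordinates are given. Length and GC content were known for 14745 of the tested genes (99.6%). The replicate numbers in the titles occur in both groups, but they belong to different animals, so a fit with the replicate number as a block was an alternative only.

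The alternatives chosen before the data were examined were a pseudocount of 0.1, no filter, a mean of at least 5 TPM, median-ratio scaling, quantile normalization, removal of mitochondrially encoded genes with rescaling, the replicate block, a neuronal minus non-neuronal marker score as covariate, no intensity trend, array weights, an adjusted p-value threshold of 0.10, and leaving out each replicate in turn. For set scores the median of the set and limma's camera test were also tried. A correction of each sample for transcript length and GC content (loess, span 0.3), a Y-linked score as covariate, removal of sex-chromosome genes, and the block together with the length and GC correction were added after the data were seen. Tables were handled with data.table (version 1.17.8) and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15.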

Results

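Transcript abundance in lumbar dorsal root ganglia enriched for neurons was compared between mice whose sciatic nerve was injured at ZT20 (4 samples) and mice injured at ZT8 (3 samples), both examined 72 h after injury. ZT20 and ZT8 are hours counted from lights on. The series concerns how the time of day tunes axon regeneration, so the comparison asks which transcripts in the injured ganglia differ with the clock time. Injury and dissection fell at the same ZT in each group, and the design does not separate the effect of one from the other. Library identifiers followed separate naming schemes in the groups, numbers at ZT20 and letters at ZT8. Each scheme held samples of only 1 group, so any batch they stand for and the group cannot be told apart.

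Of 54309 genes in the table, 31897 were above 0 TPM in at least 1 sample. Sequencing depth is unknown, because TPM has the same sum in every sample. The number of genes above 0 TPM was 24776, 24192, 25238 and 24643 in ZT20 replicates 1 to 4. It was 22541, 18297 and 22973 in ZT8 replicates 1 to 3. The 10 most abundant genes of each sample held 7.17% to 7.57% of all TPM at ZT20 and 7.83% to 8.55% at ZT8. Pearson's r of log2(TPM + 1) across genes, which are not independent replicates, was 0.961 to 0.974 within ZT20 (6 pairs). It was 0.917 to 0.964 within ZT8 (3 pairs) and 0.897 to 0.947 between the groups (12 pairs). The first principal component held 44.4% of the variance and the second 23.8%. ZT8 replicate 2 had the first-component score farthest from 0, at 86.1, against 21.4 and 25.8 for the other ZT8 samples and −42.4 to −18.4 at ZT20.

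**Figure D1:**
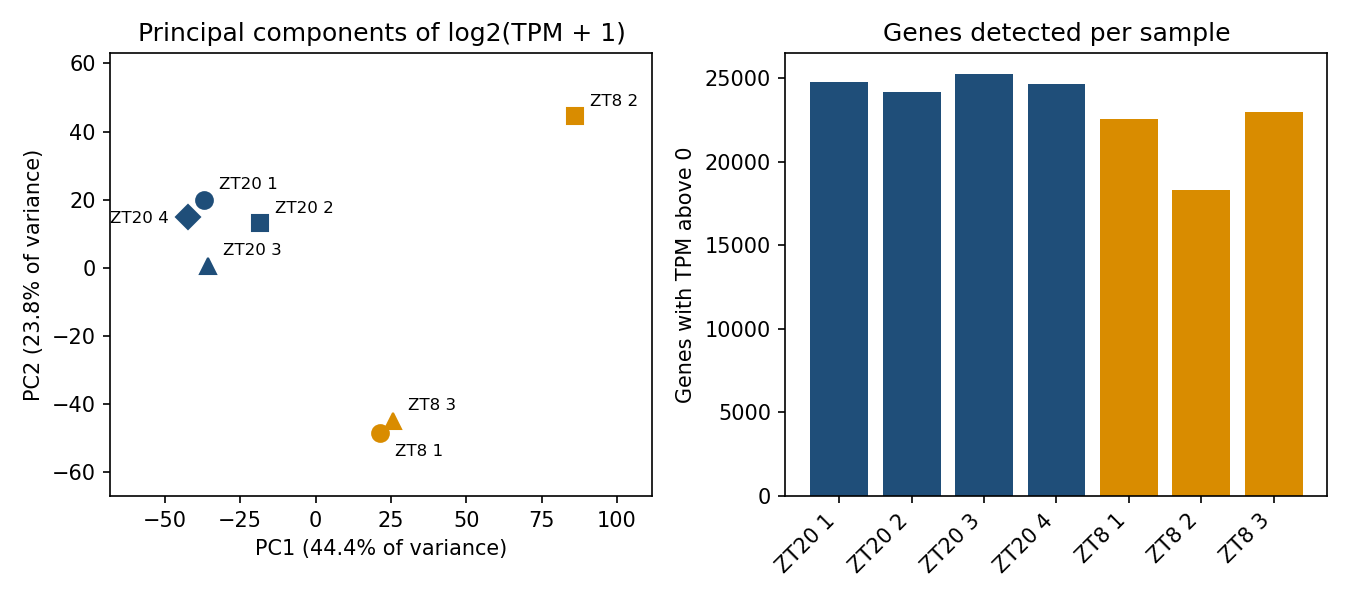
Principal components of log2(TPM + 1) for the 7 samples, with the first component (44.4% of variance) on the x axis and the second (23.8%) on the y axis, 1 point per sample, coloured by ZT; bars at the right give the number of genes above 0 TPM in each sample. The 4 ZT20 samples lie below 0 on the first component and the 3 ZT8 samples above 0, with ZT8 replicate 2 farthest out at 86.1.

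All samples are labelled male. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were read out in each sample as a check of that label. Ddx3y was at 24.2 and 11.7 TPM in ZT20 replicates 1 and 2, listed at 0 in ZT20 replicates 3 and 4, and at 20.7, 17.7 and 15.3 TPM in the ZT8 replicates. Eif2s3y and Uty were likewise listed at 0 in ZT20 replicates 3 and 4, and Kdm5d was at 0.0162 and 0.00868 TPM there. Xist, which is transcribed from the inactive X chromosome of female cells, was at 0.00467, 1.08, 2.21 and 2.30 TPM in ZT20 replicates 1 to 4. It was at 0, 0.00208 and 0 TPM in the ZT8 replicates. The libraries labelled male at ZT20 therefore differed among themselves in sex-linked transcripts, and ZT20 replicate 2 held both Xist and Y-linked transcripts.

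**Figure D2:**
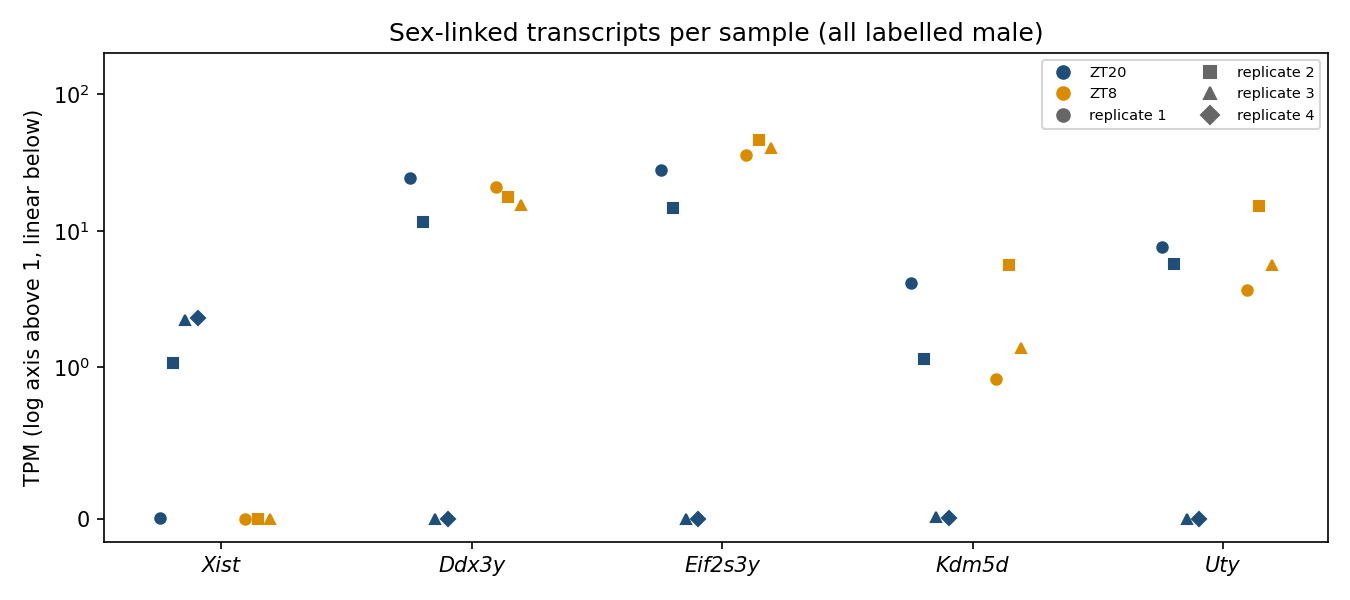
TPM of Xist and of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty (x axis) in each sample, on a y axis that is logarithmic above 1 and linear below, with colour for the group and marker shape for the replicate. In ZT20 replicates 3 and 4 the Y-linked genes lie at or close to 0, while Ddx3y lies between 11.7 and 24.2 TPM in the other samples.

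By limma with Benjamini-Hochberg adjustment over 14800 genes, 2433 genes differed between ZT20 and ZT8 at an adjusted p-value under 0.05. Of these, 1899 were higher and 534 lower at ZT20, so 78.1% were higher. The unadjusted p-value was under 0.05 for 5122 genes. At least a 2-fold difference was found for 1126 of the 2433 genes, 1027 of them higher. The ranges of the groups did not overlap for 2420 of the 2433 genes. The median log2 difference of all tested genes was 0.23, so the direction of small differences depends on the scaling between samples. Median-ratio scaling moved that median to 0.030 and gave 1127 genes higher and 1161 lower (49.3% higher). Quantile normalization moved the median to 0.0046 and gave 1023 higher and 814 lower (55.7% higher). Of the alternatives, the marker score as covariate moved the number of genes most, to 168.

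**Figure D3:**
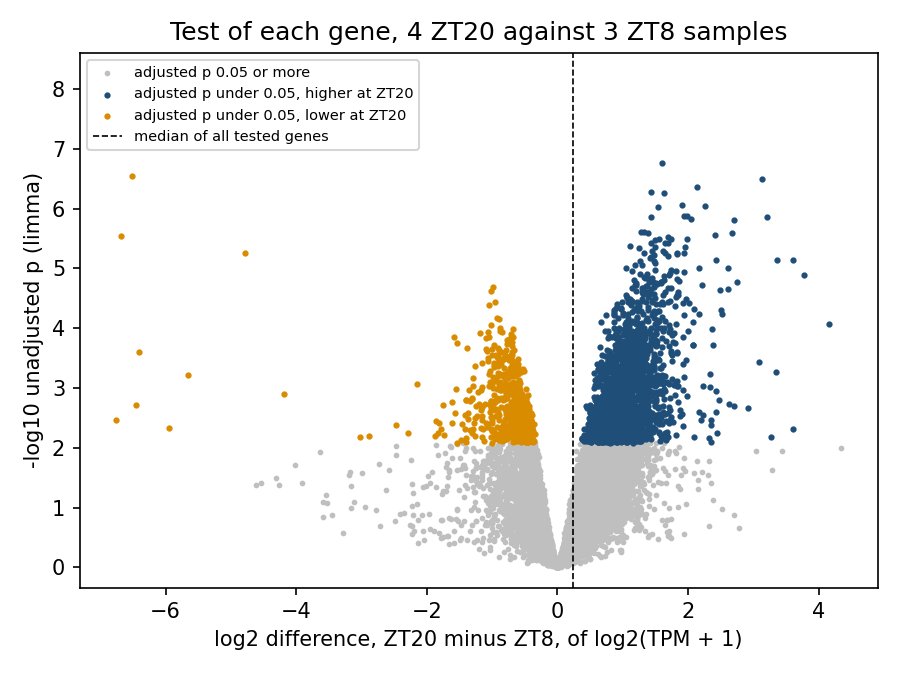
Log2 difference in TPM between ZT20 and ZT8 (x axis, ZT20 minus ZT8) against the −log10 unadjusted p-value of limma's test (y axis), 1 point per gene, with a dashed line at the median of all tested genes (0.23). Of the 2433 genes past the adjusted threshold, 1899 lie to the right of 0 and 534 to the left; under median-ratio scaling the corresponding numbers are 1127 and 1161.

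The log2 difference depended on transcript length. Across 14745 genes, which are not independent replicates, Spearman's rho of the difference was 0.410 with log2 length and −0.0220 with GC content. With the genes placed in 10 groups of equal size by the length of their longest transcript, the median log2 difference was −0.027 in the shortest group (median 655 nt) and 0.69 in the longest (median 7971 nt). In the longest group 545 genes passed the adjusted threshold, 539 of them higher at ZT20. In the shortest group 190 passed, 94 of them higher. The lowest median, −0.13, was in the next-shortest group (median 1323.5 nt), where 43 of 190 called genes were higher. In the group after that (median 1878 nt) 55 of 155 were higher. After each sample's trend with length and GC content was removed, 1361 genes passed, 542 higher and 819 lower (39.8% higher). Of the 2433 genes, 955 (39.3%) passed again in the same direction.

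**Figure D4:**
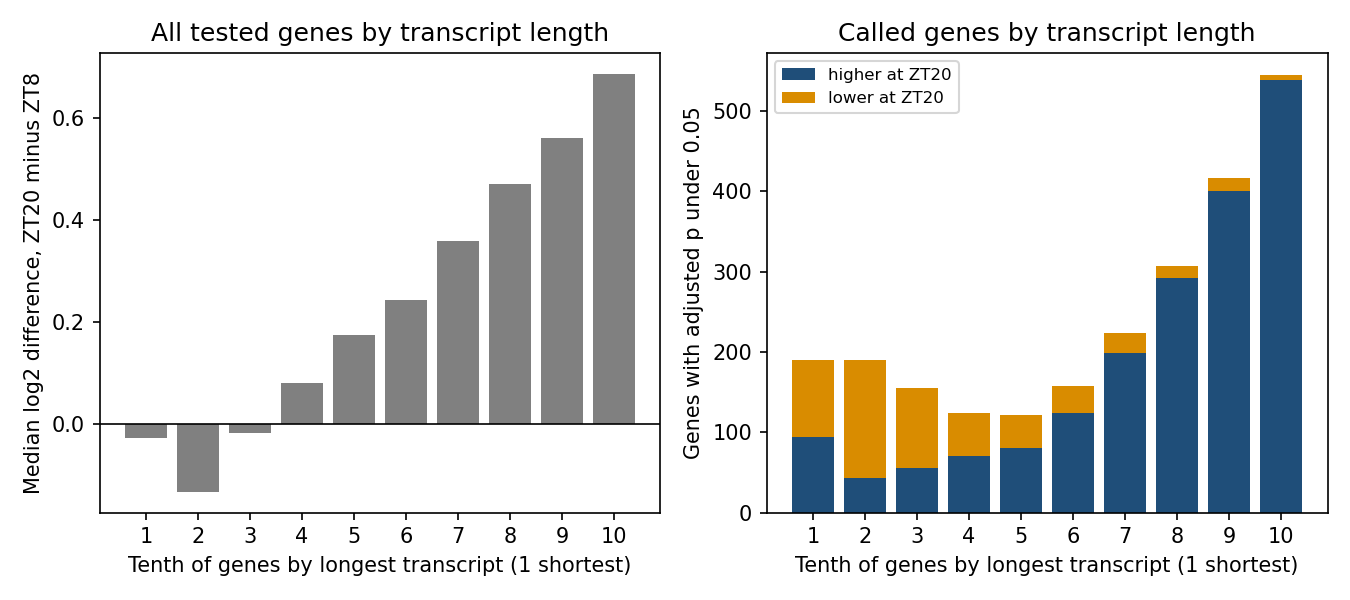
Median log2 difference between ZT20 and ZT8 (y axis, ZT20 minus ZT8) in 10 equal groups of the tested genes ordered by the length of the longest transcript (x axis, shortest to longest); stacked bars at the right give the genes past the adjusted threshold in each group, higher or lower at ZT20. The median is −0.027 in the shortest group and 0.69 in the longest, where 539 of 545 genes past the threshold are higher.

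The 5 genes with the largest positive differences included a pseudogene, an antisense gene and a mitochondrial tRNA gene. Gm48789 (ENSMUSG00000111228), a processed pseudogene lying within another gene in GENCODE M21, was at 45.4 ± 27.9 TPM (SD, n = 4) at ZT20 and 1.86 ± 2.20 TPM (SD, n = 3) at ZT8, a log2 difference of 4.15 with a standard error of 0.60 (limma adjusted p = 0.00601). Gm11583 (ENSMUSG00000084936), an antisense gene within another gene, was at 14.4 ± 7.44 TPM (SD, n = 4) at ZT20 and listed at 0 in all 3 ZT8 samples (limma adjusted p = 0.00294). The mitochondrial tRNA gene mt-Te (ENSMUSG00000064369) was at 33.3 ± 8.98 TPM (SD, n = 4) and 6.55 ± 11.4 TPM (SD, n = 3), a log2 difference of 3.60 with a standard error of 0.96 (limma adjusted p = 0.0369), and ZT8 replicates 2 and 3 were listed at 0. Gm43552 (ENSMUSG00000105835), which overlaps other genes, differed by 3.60 on the log2 scale (standard error 0.38, limma adjusted p = 0.00221). Lpcat4 (ENSMUSG00000027134), which overlaps no other annotated gene, was at 16.6 ± 5.41 TPM (SD, n = 4) and 0.760 ± 0.781 TPM (SD, n = 3), a log2 difference of 3.36 with a standard error of 0.35 (limma adjusted p = 0.00221). The assignment of reads to the pseudogene, antisense and overlapping genes is uncertain, because how the authors counted them is not stated.

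The 5 largest negative differences were all immunoglobulin gene segments, a multigene family whose members share sequence, so the value of any single member is uncertain. Ighg1 (ENSMUSG00000076614) was at 50.8 ± 84.2 TPM (SD, n = 4) at ZT20 and 1035 ± 490 TPM (SD, n = 3) at ZT8, a log2 difference of −6.76 with a standard error of 1.69 (limma adjusted p = 0.0305). The log2 differences of Ighv9-2, the heavy-chain variable segment ENSMUSG00000095197, Igkv10-96 and Igkv8-21 were −6.69, −6.51, −6.45 and −6.41, with limma adjusted p-values of 0.00193, 0.00133, 0.0231 and 0.00918. Of 373 listed immunoglobulin genes, 135 were tested, and 11 passed the adjusted threshold lower at ZT20 and 0 higher. Their summed TPM was 707, 6848, 5843 and 223 in ZT20 replicates 1 to 4 and 26508, 8090 and 14084 in ZT8 replicates 1 to 3. By a two-sided exact permutation test the difference in the log2 sum had p = 0.114.

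Core clock genes were compared because the injury times were set by the light cycle. Of 20 listed genes 17 were tested, and 2 passed an adjusted p-value of 0.05 (1 higher and 1 lower at ZT20), over the list alone and over all genes alike. The unadjusted p-value was under 0.05 for 6 of the 17. Dbp (ENSMUSG00000059824) was at 2.53 ± 1.77 TPM (SD, n = 4) at ZT20 and 13.8 ± 5.40 TPM (SD, n = 3) at ZT8, a log2 difference of −2.15 with a standard error of 0.43. Its limma adjusted p-value was 0.0154 over all genes and 0.00743 over the list, and the ranges of the groups did not overlap. Arntl (ENSMUSG00000055116) was at 2.71 ± 0.50 TPM (SD, n = 4) and 1.29 ± 0.304 TPM (SD, n = 3), a log2 difference of 0.70 with a standard error of 0.24, and did not pass (limma adjusted p = 0.0809 over all genes, 0.0657 over the list). Clock (ENSMUSG00000029238) was at 7.84 ± 1.35 TPM (SD, n = 4) and 3.74 ± 1.59 TPM (SD, n = 3), a log2 difference of 0.95, and did not pass either (limma adjusted p = 0.0545 over all genes, 0.0537 over the list). The groups did not overlap in Arntl and Clock. Per2 differed by 0.90 and Nr1d1 by −0.77 on the log2 scale, with overlapping ranges and limma adjusted p-values of 0.114 and 0.187 over all genes. Differences of Per1 (0.18), Per3 (0.30), Nr1d2 (0.029) and Ciart (−0.48) did not pass, and the ranges of the groups overlapped. In GENCODE M21 Dbp, Arntl, Clock, Nr1d1 and Ciart overlap another gene and Per3 lies within one, so the assignment of reads to them is uncertain. The alternative that moved the number of clock genes past the list threshold most was array weights, with 7, and Arntl, Clock, Nr1d1 and Ciart then passed over all genes. Quantile normalization and the length and GC correction each gave a negative difference for Per1, Per3 and Nr1d2. The length and GC correction left smaller differences for Clock (0.29), Arntl (0.36) and Per2 (0.28). Their limma adjusted p-values over all genes were then 0.492, 0.372 and 0.560. Dbp, Nr1d1 and Ciart did not shrink, at −2.26, −0.99 and −0.49.

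**Figure D5:**
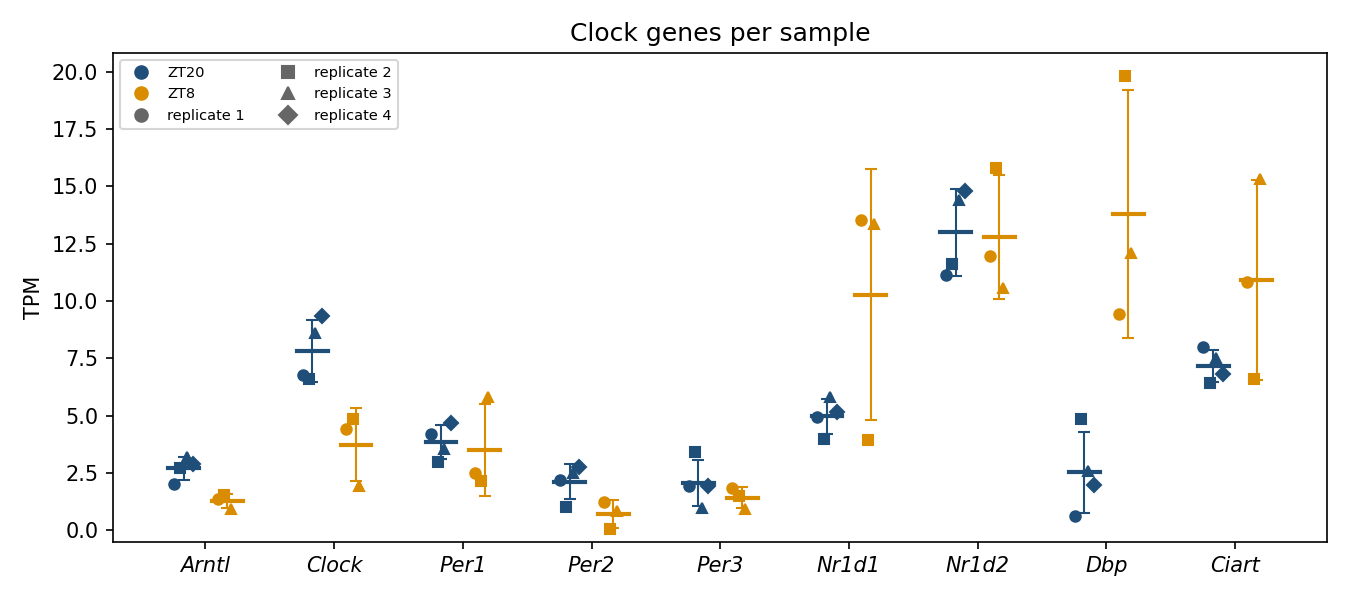
TPM of the named clock genes in each sample, by group, with points for single samples, a horizontal line for the group mean and bars of 1 SD to each side. Dbp is lower in all 4 ZT20 samples than in all 3 ZT8 samples (means 2.53 and 13.8 TPM), while the samples of the groups overlap in Per1, Per2, Per3, Nr1d1, Nr1d2 and Ciart.

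Genes that rise in sensory neurons after axon injury formed a list of 24, of which 23 were tested. Over the list alone 8 passed an adjusted p-value of 0.05 (7 higher and 1 lower at ZT20), and over all genes 6 passed. The difference was positive for 14 of the 23. Median-ratio scaling and the length and GC correction each left 2 past the list threshold, both higher. Sox11 (ENSMUSG00000063632) was at 60.2 ± 38.3 TPM (SD, n = 4) at ZT20 and 20.4 ± 13.7 TPM (SD, n = 3) at ZT8, a log2 difference of 1.52 with a standard error of 0.48. Its limma adjusted p-value was 0.0357 over the list and 0.0615 over all genes, and with array weights it was 0.0121 over all genes. The Sox11 difference was smaller after the length and GC correction, at 0.85 (limma adjusted p = 0.315 over all genes). Under median-ratio scaling it was 1.30 (limma adjusted p = 0.125 over all genes). ZT20 replicate 2 was at 117 TPM and the other ZT20 samples at 37.2 to 46.2 TPM. Within ZT8, replicate 2 was likewise the highest, at 36.2 TPM against 11.3 and 13.8 TPM. Sprr1a (ENSMUSG00000050359) was at 1194 ± 148 TPM (SD, n = 4) and 925 ± 185 TPM (SD, n = 3), with a limma adjusted p-value of 0.0863 over the list. Atf3 (339 ± 58.5 TPM, SD, n = 4, and 377 ± 27.4 TPM, SD, n = 3), Gap43 (1682 ± 354 TPM, SD, n = 4, and 1715 ± 476 TPM, SD, n = 3) and Jun (395 ± 60.7 TPM, SD, n = 4, and 386 ± 108 TPM, SD, n = 3) did not pass over the list or over all genes, and the ranges of the groups overlapped. The sign of the Jun difference changed under median-ratio scaling and that of Gap43 under quantile normalization. Atf3, Gap43 and Jun overlap another gene in GENCODE M21.

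Scores of 14 gene sets, each the mean log2(TPM + 1) of its tested genes, were compared by a two-sided exact permutation test. The score of clock outputs driven through RORE elements (5 genes) was 2.56 ± 0.147 (SD, n = 4) at ZT20 and 1.99 ± 0.239 (SD, n = 3) at ZT8, a difference of 0.57 with exact p = 0.0286, the smallest the test allows, and an adjusted p of 0.133. Under median-ratio scaling, quantile normalization and the length and GC correction the RORE difference was 0.40, 0.24 and 0.29, each with exact p = 0.0857. Clock outputs driven through E-box elements (9 genes) differed by 0.060 (exact p = 0.600, adjusted 0.800), and that sign reversed to −0.12 under median-ratio scaling (exact p = 0.314) and to −0.26 under quantile normalization (exact p = 0.0286). Neuronal markers differed by 0.45 and nociceptor markers by 0.49, each with exact p = 0.0286 and adjusted p = 0.133, and in both sets all 4 ZT20 samples lay above all 3 ZT8 samples. Both differences were also positive under median-ratio scaling and quantile normalization, but for neuronal markers the exact p was 0.114 under median-ratio scaling and 0.0571 after the length and GC correction. Satellite glia markers differed by −0.43 and mitochondrially encoded genes by 0.89, each with exact p = 0.0571 and adjusted p = 0.160. For satellite glia markers the exact p was 0.0286 under median-ratio scaling and after the length and GC correction, and 0.257 as a median. For mitochondrially encoded genes it was 0.0286 as a median and 0.143 after the length and GC correction. The regeneration-associated set differed by 0.29 (exact p = 0.143, adjusted 0.333). The other 7 sets had exact p-values from 0.343 to 0.914, and 0 of the 14 sets passed an adjusted p of 0.05 while 3 had an unadjusted exact p of 0.0286. With that smallest p, the adjusted threshold could be passed only if most of the sets were at the minimum. By limma's camera test, which compares a set with the other genes, every set had an adjusted p of at least 0.713.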

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

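The test of ZT20 replicate 2 across all genes was chosen only after the Sox11 values were seen. Among the ZT20 samples, 4 of 42 reported results had 1 sample far from the other 3, meaning a gap to its nearest neighbour above the 95% critical share of the group's whole range. Chance alone gives about 2.1 in 42.

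Sox11 was at 117 TPM in ZT20 replicate 2 and at 37.2 to 46.2 TPM in the other ZT20 samples, so the gap took a share of 0.888 of the range. If that library deviated as a whole, replicate 2 should be the far ZT20 sample for more genes than any other replicate. It was: of the tested genes with a far ZT20 sample, replicate 2 was that sample for 50.1% (505 genes), against 23.5%, 13.0% and 13.4% for replicates 1, 3 and 4. The high Sox11 value may therefore be part of a library-wide difference of this sample, and what made the library differ was not tested. Within ZT8, replicate 2 was also the highest in Sox11, at 36.2 TPM against 11.3 and 13.8 TPM. Whether the samples numbered 2 shared a factor was not tested for this gene. Without ZT20 replicate 2 the log2 difference of Sox11 was 1.15, in the same direction as with it. The design gives no biological factor within ZT20, so no biological explanation of the single sample was tested.

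The other 3 results were immunoglobulin segments. Ighg1 was at 176 TPM in ZT20 replicate 3 and at 0 to 27.5 TPM in the other ZT20 samples, a share of 0.843. Igkv8-21 was at 23.4 TPM in ZT20 replicate 2 and at 0 to 0.392 TPM in the others, a share of 0.983. Ighv9-2 was at 0.544 TPM in ZT20 replicate 3 and listed at 0 in the other ZT20 samples, a share of 1, which any value beside 3 zeros gives. The same ZT20 replicates, 2 and 3, had the highest summed TPM of 5 plasma cell markers in their group, 189 and 169 against 12 and 4.72, with Jchain making up 85.1% to 93.4% of each sum. These segments are members of a family that share sequence, and reads assigned among them could not be followed from TPM. A candidate explanation is RNA of plasma cells carried along in varying amounts: the lowest ZT8 sum of plasma cell markers was 1.14 times the highest ZT20 sum, so the markers also ordered the groups as the segments did. The amount alone leaves single segments open. ZT20 replicate 2 and ZT8 replicate 2 had marker sums of 189 and 215, but Ighv9-2 was at 0 and 31.4 TPM there. Igkv8-21 was at 0.175 TPM in ZT20 replicate 3, against 23.4 TPM in ZT20 replicate 2. No biological explanation within the ZT20 group was tested.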

How the results depend on the processing

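The length and GC correction, the Y-linked score, the removal of sex-chromosome genes and the combination of block and correction were chosen only after the data were seen. The other alternatives were chosen before the data were examined. For every change given here the cause was not tested, unless a value is given for it.

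With a pseudocount of 0.1 and without sex-chromosome genes the numbers of genes past the threshold stayed within 1.5 times those reported. Without a filter 1178 genes passed (978 higher and 200 lower at ZT20). Median-ratio scaling gave 1127 higher and 1161 lower, and quantile normalization 1023 higher and 814 lower. The length and GC correction gave 1361 genes (542 higher, 819 lower). The marker score as covariate gave 168 (164 higher, 4 lower) and the Y-linked score 313 (284 higher, 29 lower). Array weights gave 3899 (2982 higher, 917 lower), an adjusted p-value threshold of 0.10 gave 4079 (3098 higher, 981 lower), and without the intensity trend 332 were lower. Over the fits that each left out 1 replicate, the number ran from 624 to 3055, from 543 to 2374 for higher genes and from 81 to 681 for lower genes. The number of clock genes past the list threshold was 4 with a mean of at least 5 TPM, without mitochondrially encoded genes and without the intensity trend, 6 at a threshold of 0.10, 7 with array weights, and 2 to 6 with 1 replicate left out.

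With the replicate number as a block, over replicates 1 to 3 of both groups (6 samples), 1099 genes passed (826 higher, 273 lower). Samples with the same number shared little deviation on average: the mean correlation of their deviations from the group means was 0.0739 over 3 pairs. It was −0.0233 over 9 pairs with different numbers. The replicate 2 pair had the highest correlation, 0.153, close to the highest with different numbers, 0.150. A deviation shared by the samples numbered 2 was therefore not excluded. The block together with the length and GC correction gave 617 genes, 249 of them higher. Under the block the log2 differences of Nr1d2, Jun and Gap43 were −0.032, −0.031 and 0.0056. With both together Nr1d2, Jun, Per1, Per3 and Gap43 were at −0.38, −0.30, −0.45, −0.28 and 0.074.

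None of the 14 set scores passed the adjusted threshold as reported or under an alternative that carries a test. The exact test could pass it only with most sets at its smallest p, so for that test this shows no stability. The camera test has no such floor, and its adjusted p was at least 0.713 for every set. Its unadjusted p was 0.209 for RORE outputs, 0.542 for neuronal markers and 0.214 for nociceptor markers. The RORE score had the smallest exact p as reported. Its exact p was 0.0857 under median-ratio scaling, quantile normalization and the length and GC correction, and 0.0571 without a filter. The differences there were 0.40, 0.24, 0.29 and 0.56. Neuronal markers were at 0.22 under median-ratio scaling (exact p = 0.114) and 0.24 after the correction (exact p = 0.0571), and nociceptor markers at 0.73 as a median (exact p = 0.0571). Other sets reached the smallest exact p (0.0286) only under an alternative. These were satellite glia markers under median-ratio scaling (−0.65) and after the correction (−0.64). The regeneration-associated set reached it with a mean of at least 5 TPM (0.38), and mitochondrially encoded genes as a median (0.83). Satellite glia markers and mitochondrially encoded genes were already fully separated between the groups as reported. Their exact p was 0.0571, because groups of 4 and 3 can be fully separated without reaching the smallest p. Signs reversed for 4 sets. E-box outputs were at −0.14 with a mean of at least 5 TPM, −0.12 under median-ratio scaling, −0.26 under quantile normalization (exact p = 0.0286, the groups fully separated), −0.34 after the length and GC correction (exact p = 0.0571), −0.18 relative to other genes (camera) and −0.45 as a median. Large-diameter neuron markers were at −0.071, −0.19, −0.14, −0.40 and −0.22 under the first 5 of these settings. Schwann cell markers were at −0.11 under median-ratio scaling, −0.14 under quantile normalization, −0.15 after the correction, −0.14 by camera and −0.033 as a median. Vascular and fibroblast markers were at 0.12 with a pseudocount of 0.1 and 0.056 without a filter. With 1 replicate left out, 6 sets took both signs: E-box outputs ran from −0.052 to 0.15, large-diameter neuron markers from −0.19 to 0.18, Schwann cell markers from −0.027 to 0.19, macrophage markers from −0.36 to 0.21, vascular and fibroblast markers from −0.23 to 0.071, and ribosomal protein genes from −0.14 to 0.011. Under the replicate block large-diameter neuron markers were at −0.0060 and ribosomal protein genes at 0.0011. Fits that left out 1 replicate and the block gave set scores without a test, because so few samples cannot reach the threshold.

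Among named genes, signs reversed for 6 with small differences. Median-ratio scaling gave −0.19 for Nr1d2 and −0.17 for Jun. Quantile normalization gave −0.27 for Nr1d2, −0.13 for Per1, −0.0079 for Per3 and 0.12 for Gap43. The marker score gave −0.39 for Per1, 0.060 for Atf3 and 0.14 for Gap43, and array weights gave −0.084 for Jun and 0.035 for Gap43. The length and GC correction gave −0.35 for Nr1d2, −0.24 for Jun, −0.39 for Per1, −0.32 for Per3 and 0.066 for Gap43. The Y-linked score gave −0.11 for Nr1d2, −0.14 for Jun and 0.23 for Gap43. With 1 replicate left out, Nr1d2 ran from −0.087 to 0.18, Jun from −0.15 to 0.26, Per1 from −0.026 to 0.53 and Gap43 from −0.18 to 0.20.

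Apart from reversals, named genes lost significance in 29 cases and gained it in 8, and in 15 and 6 cases with 1 replicate left out. The gains were Arntl, Clock, Nr1d1, Ciart and Sox11 with array weights, Arntl without the intensity trend, and Sox11 under the replicate block and under the block with the length and GC correction. Without ZT8 replicate 2 the gains were Arntl, Clock, Nr1d1, Ciart, Sox11 and Sprr1a. With the marker score as covariate the calls of Dbp, Gm48789, Gm43552, mt-Te, Ighg1, Igkv10-96 and Igkv8-21 were lost, and with the Y-linked score those of Dbp, mt-Te, Ighg1, Igkv10-96 and Igkv8-21. The call of Dbp was also lost without a filter and without ZT20 replicate 3 or 4. A pseudocount of 0.1, no filter, the replicate block, and the block with the length and GC correction each lost the calls of mt-Te, Ighg1 and Igkv10-96, and array weights that of Ighg1. The call of mt-Te was further lost under quantile normalization, without the intensity trend, after the length and GC correction, without each ZT20 replicate in turn and without ZT8 replicate 2 or 3. Ighg1 and Igkv10-96 lost theirs also without ZT20 replicate 1 or 4 and without ZT8 replicate 1, and Ighg1 also without ZT8 replicate 3. Lpcat4, Gm11583, Ighv9-2 and the heavy-chain segment ENSMUSG00000095197 passed under every alternative run. Because depth is unknown, genes of low TPM carry a counting error that could not be estimated.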

Other observations

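The tests of length bias, of the whole-scale shift, of the low gene number in ZT8 replicate 2, of female animals, of the clock arms, of the splits for higher and lower genes and of the single plasma cell markers were chosen only after the corresponding results were seen. The other tests were set before the values they measure were known.

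The number of genes past the adjusted threshold was compared with other splits of the 7 samples into groups of 4 and 3. Only splits that part all 3 same-numbered pairs, as the real one does, were set against it. Of these 8 splits 1, the real one, gave as many genes, and the other 7 gave 0 to 1. The same split count, 1 of 8, held for genes higher at ZT20, for genes lower at ZT20 and for clock genes past the list threshold. With 8 splits the share cannot fall under 0.05, so these splits alone cannot exclude chance. The splits left out differ in that they keep at least 1 same-numbered pair together. Same-numbered samples were different animals, so those splits bear on chance as well. Among all 35 splits the real one was the only 1 with as many genes, a share of 0.0286, and the other 34 gave 0 to 4.

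Several technical explanations of that number were tested. If transcript length and GC content were the cause, a correction should leave under 50% of the genes called in the same direction, and 39.3% were called again. The correction also centres the samples, and centring by median-ratio scaling or quantile normalization alone kept 68.3% or 61.0% of the calls. Length bias could account for part of the lost calls, but how much was not separated from centring, and a fit on approximate lengths does not clear the calls that passed again. A score for long genes was higher in all 4 ZT20 samples than in all 3 ZT8 samples, by 0.69 on the log2 scale on average, but it restates the dependence on length and does not test where that dependence comes from. RNA integrity was not analysed here. Under median-ratio scaling 49.3% of the calls were higher at ZT20. Because that scaling centres the differences, a share near balance follows from it. For the excess of higher calls, a shift of the whole TPM scale cannot be told apart from real rises in most of the called genes. The low number of detected genes in ZT8 replicate 2 is unlikely to be the source, since 3055 genes passed without it. As covariates, the Y-linked score and the marker score for non-neuronal cell content removed many calls, but 60 and 44 of 100 random covariates with the same group means and spread left as few, so neither score stood out from random covariates of that kind. Median-ratio scaling and quantile normalization moved the median difference to 0.030 and 0.0046, and 2288 and 1837 genes still passed. These numbers argue against a shift of scale as the source of most calls, though not of the excess of higher ones. An effect of clock time on these calls remains a hypothesis. It was not told apart from length composition or a batch behind the separate library naming schemes.

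Y-linked transcripts were missing from ZT20 replicates 3 and 4 although all samples are labelled male. Dropout of low values is unlikely, because 0.286% of 7702 autosomal genes of the same level at ZT8 (22 genes) were listed at 0 in both libraries. Female animals are a candidate explanation: Xist was at 2.21 and 2.30 TPM in these libraries and at most 0.00208 TPM at ZT8, and the lower of their mean TPM over 4 X-linked genes with a Y-linked copy was 2.14 times the highest at ZT8. The X-linked means were also higher in ZT20 replicates 1 and 2 (27.7 and 30.7 TPM) than at ZT8 (16.6 to 19.3 TPM), so that part of the test is not specific to these libraries. ZT20 replicate 2 had Xist at 1.08 TPM beside Ddx3y at 11.7 TPM, which a mixture of animals could give, and that was not tested. The libraries without Y-linked transcripts are all at ZT20, so if they came from female animals, sex and clock time would be partly confounded.

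Immunoglobulin transcripts were higher at ZT8. The summed TPM of 5 plasma cell markers was 609, 215 and 343 at ZT8 and 4.72 to 189 at ZT20, and the lowest ZT8 value was 1.14 times the highest ZT20 value, so the groups did not overlap. Jchain alone made up 85.1% to 93.4% of each sum. Of the 5 markers 3 (Jchain, Mzb1 and Pou2af1) were higher in every ZT8 than in every ZT20 sample, while Derl3 overlapped and Tnfrsf17 was listed at 0 in all 3 ZT8 samples. Without Jchain the lowest ZT8 sum was 1.59 times the highest ZT20 sum. Plasma cells or their RNA in the ZT8 libraries are a candidate source that rests on these 3 markers. Their amount alone leaves some segments open. The heavy-chain segment ENSMUSG00000095197 was at 0.186 TPM in ZT20 replicate 2 and 41.5 TPM in ZT8 replicate 2, whose 5-marker sums were 189 and 215. The difference in mean log2 sums had an exact permutation p of 0.114, and B cell markers overlapped between the groups (exact p = 0.629). Whether the cells came from the tissue or entered during dissection cannot be told from these data.

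Several of the largest rises were in genes that overlap others. If more intron reads of host genes were the source, pseudogenes and genes awaiting experimental evidence nested in protein-coding genes should rise relative to those lying apart. The score of 131 nested minus 209 apart genes differed by 0.0140 between the groups (exact permutation p = 0.914), so the test gave no sign of it. Antisense and protein-coding genes were not in the score, so it does not bear on Gm11583 or Gm43552. Replicate 2 was at 0.266 in ZT20 and 0.285 in ZT8, and the other samples at −0.232 to −0.108. With that spread a modest rise could be missed.

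Among clock genes, Dbp was lower at ZT20, while the other gene past the list threshold, also of the E-box outputs, was higher, so the E-box outputs did not move together. The score of RORE-driven outputs minus that of E-box-driven outputs was higher by 0.51 in the ZT20 group, with all 4 ZT20 samples above all 3 ZT8 samples. It was 0.63 after the length and GC correction and 0.50 under quantile normalization. In both of these settings the RORE score alone did not reach the smallest exact p (exact p = 0.0857), and the E-box differences were −0.34 and −0.26. The score was formed after the single sets had been seen, so it is no independent test of a difference in clock phase, which cannot be told apart here from the other differences between the groups.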
